A study of Mus musculus with 8 samples. Its data were reported in "Ehf and Fezf2 regulate late medullary thymic epithelial cell and thymic tuft cell development" (2024).

How the data were processed

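Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase cuts open chromatin and inserts sequencing adapters, in medullary thymic epithelial cells (mTECs) of the mouse. The cells had been separated by flow cytometry by the surface markers Tspan8 and MHC class II. The labels give 8 samples in 4 groups (Tspan8neg MHCIIlo, Tspan8neg MHCIIhi, Tspan8pos MHCIIlo and Tspan8pos MHCIIhi), with 2 biological replicates in each group.

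The authors aligned the reads to the mm10 genome with Bowtie2, discarded mitochondrial, multimapping and poorly aligned reads, removed duplicates with Picard, called broad peaks with MACS2 and merged the peaks with bedtools into a single set of consensus regions. Per the file headers, reads over these regions were counted with featureCounts 2.0.3. Whether peaks were called per sample or on pooled samples is not stated. The deposited values used here are the start, the end and the width of each consensus region in bases, which belong to the whole set and to no sample. Because peaks were merged, a region can come from any of the samples, and its width depends on the peak caller and on merging. Removal of multimapping reads lowers the number of regions in sequence that occurs in several copies.

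The table also has 8 columns of per-sample read counts. Their names match no label of any sample, so they were not assigned to groups and were not used in any step. For this reason the comparisons of accessibility between the groups that had been planned before the data were examined were not run, and neither were their alternatives. The depth of each sample is not analysed here. What follows describes the consensus regions and was chosen after it was known that the counts could not be assigned. Intervals cover counting error over regions or genes only, and regions and genes are not replicates of the experiment.

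Region coordinates were compared with the GRCm38 reference, the assembly behind mm10, and 0 chromosomes had a region past the end of the reference. Regions were annotated by their centre with the basic set of GENCODE M21, as promoter (from 1000 bases upstream to 100 bases downstream of a transcription start), otherwise exon, otherwise intron, otherwise intergenic. Random expectation came from 100 placements of all regions on their own chromosomes, outside runs of unknown bases. Repeat content is the share of bases that are soft-masked in the reference sequence. For motif content, up to 5 control sequences of the same width were drawn per region on the same chromosome, and those overlapping a region were dropped. Odds ratios were combined by the Mantel-Haenszel method over strata of 5% GC content and 5 classes of width. Each of the 3 motifs was set against 20 scrambled versions of itself. A scramble was rejected only if it equalled the motif, an earlier scramble or the reverse complement of either, so scrambles that share some sequence with the motif were kept. The criterion for a motif was an odds ratio above those of all 20 scrambles. This criterion replaced a 95% interval above 1 after the odds ratios had been seen, because scrambled motifs themselves lay away from 1. The motif functions were tested on simulated data, 20 sets of 20000 sequences of 300 bases. Bases were drawn independently of each other, only the POU octamer was used, and strata were of GC content without width. These sets check the calculation. They do not hold the features of real sequence that moved scrambled motifs away from 1. A planted odds ratio of 3 was recovered with a mean of 2.96 and lay within the interval in 20 of 20 sets, and with nothing planted the interval held 1 in 18 of 20 sets.

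The genes named were the 28 genes listed before the data were examined, which the study discusses as markers or regulators of mTECs. Other genes and regions that are named were chosen after the region set was seen. Gene counts were compared with 2-sided Fisher's exact tests, shares are given with 95% Wilson intervals, and correlations over the autosomes have 2-sided permutation p-values from 100000 permutations with Benjamini-Hochberg adjustment. Alternatives covered the promoter definition, the annotation set, the width and repeat content of regions, the strata and the sequence searched. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.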

Results

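Accessible chromatin was profiled by ATAC-seq in mTECs, the cells of the thymic medulla that express tissue-restricted self-antigens. The 8 samples comprised 4 groups of 2 biological replicates, Tspan8neg MHCIIlo, Tspan8neg MHCIIhi, Tspan8pos MHCIIlo and Tspan8pos MHCIIhi. Tspan8 marks mTECs that express 1 such antigen. MHC class II is high in mature mTECs, but the study describes it as low both in immature cells and in late post-Aire and tuft cells. MHCIIlo cells are therefore not simply immature. The design implies comparisons of Tspan8pos with Tspan8neg cells and of MHCIIhi with MHCIIlo cells. Those differences are not analysed here, because the read counts could not be assigned to the samples. The consensus regions of all samples together were examined for where they lie and which sequence they hold, without a statement on any single group.

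The set held 57124 regions that did not overlap each other. They covered 17.5 Mb, or 0.659% of the known bases of the mm10 genome. The median width was 212 bases (quartiles 118 and 410), with a minimum of 67 and a maximum of 3953 bases. Regions narrower than 200 bases made up 47.4% of the set. The median gap between neighbouring regions was 14737 bases. The GC content of the regions was 58.6%, compared with 41.7% in the genome, and soft-masked repeats made up 7.72% of region bases, compared with 36.4% of the genome.

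To address how far the accessible regions coincided with promoters, each region was annotated by its centre. Promoters held 12501 regions, 21.9% of the set (95% Wilson interval 21.5 to 22.2). The 100 random placements gave a mean of 2.62% ± 0.0667 (SD over placements), with a highest value of 2.76%, so the promoter share was 8.34-fold the random mean. Exons held 8.36% of regions against 3.75% at random. Introns held 40.2% against 43.2%, and intergenic sequence held 29.6% against 50.4%. All of these differences exceeded the range of the random placements. The promoter share moved most when only regions of at least 200 bases were kept, to 34.6%.

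**Figure D1:**
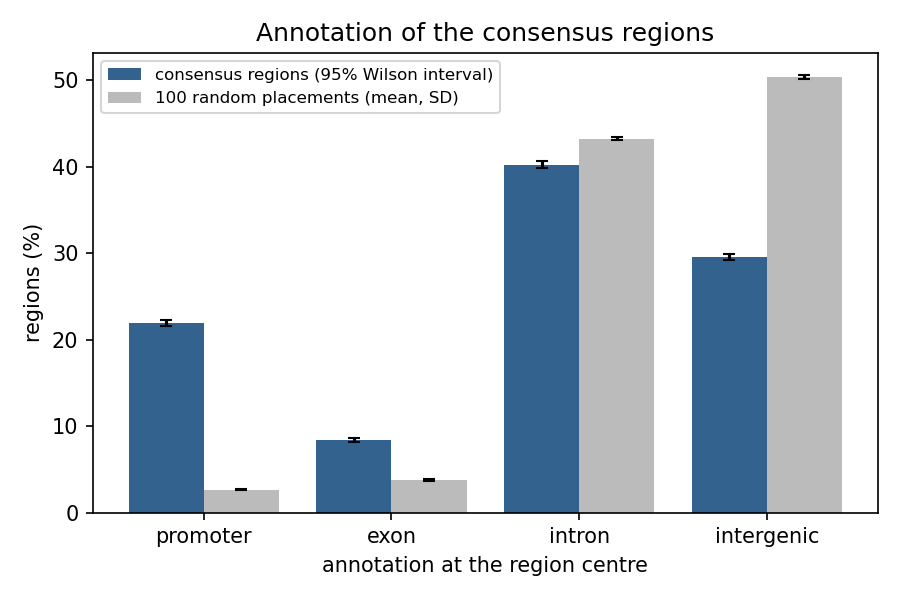
Share of consensus regions (y axis, percent) by annotation at the region centre (x axis), with 95% Wilson intervals, beside the mean and SD of 100 random placements. Promoters held 21.9% of regions against 2.62% at random, and intergenic sequence held 29.6% against 50.4%.

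Promoter regions were wider than the rest, with a median of 482 bases compared with 311 in exons, 169 in introns and 168 in intergenic sequence. The share of promoters rose with width. It was 6.72% (95% Wilson interval 6.24 to 7.23) among the 9778 regions under 100 bases and 63.7% (62.1 to 65.3) among the 3379 regions of 800 bases or more. Median GC content was 64.6% in promoter regions and 51.0% in intergenic regions.

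**Figure D2:**
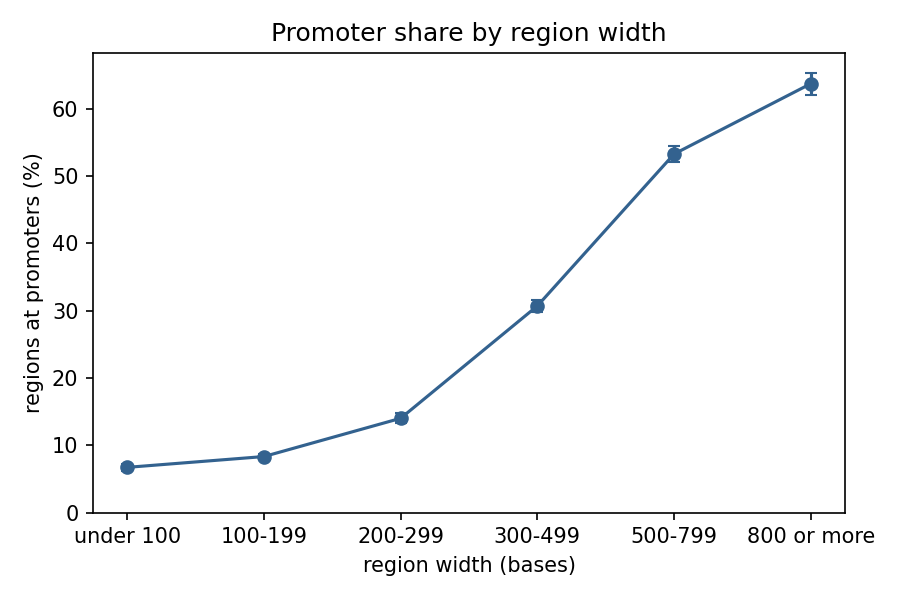
Share of regions at promoters (y axis, percent) in classes of region width (x axis, bases), with 95% Wilson intervals. The share rose from 6.72% under 100 bases to 63.7% at 800 bases or more.

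Of 21911 protein-coding genes, 10655 (48.6%, 95% Wilson interval 48.0 to 49.3) had a region at a promoter. Among the 28 listed genes, 22 had one (78.6%, interval 60.5 to 89.8). The odds ratio against the other protein-coding genes was 3.88 (2-sided Fisher's exact test, p = 0.0019). This test compares genes, which are not independent replicates. The list is also not independent of these data. The study named Ehf, Elf3, Elf5, Klf1 and Klf4 partly from its ATAC footprints. It also sorted the cells by Tspan8, whose promoter served as its positive control. The comparison set was all other protein-coding genes, whether or not mTECs express them. A high odds ratio was therefore likely beforehand and is not independent evidence. The 22 genes had 25 promoter regions, between 72 and 989 bases wide. Any annotated transcript start counted, including starts inside a gene. The only promoter region of Krt10, from 99385912 to 99386403, lay by an internal start at 99386097. The gene itself begins at 99389364 on the minus strand. The listed genes without a promoter region were Elf5, Klf1, Fezf2, Plcb2, Il25 and Gp2. The nearest region centre was 115 bases from a start of Fezf2, just outside the promoter window, and 53884 bases from a start of Gp2.

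The promoter region of Tspan8 lay on chromosome 10 from 115817150 to 115817324 (mm10). It was 175 bases wide, its centre was 34 bases from a transcription start, and it overlapped an exon and the UTR of the gene. In all, 3 regions lay within the gene. Of the genes used to stage the cells, H2-Ab1 had a promoter region on chromosome 17 from 34263084 to 34263435, across an exon and the UTR. The region at Aire, on chromosome 10 from 78043387 to 78043697, likewise overlapped an exon and the UTR. The region at Ivl, on chromosome 3 from 92573779 to 92573950, overlapped no exon of the gene. Among the transcription factors, Ehf had 2 promoter regions on chromosome 2, the wider from 103302776 to 103303478 and across an exon and the UTR. Elf3 had a region on chromosome 1 from 135258328 to 135258766, and Klf4 had a region of 952 bases on chromosome 4 from 55532159 to 55533110, both across an exon and the UTR.

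**Figure D3:**
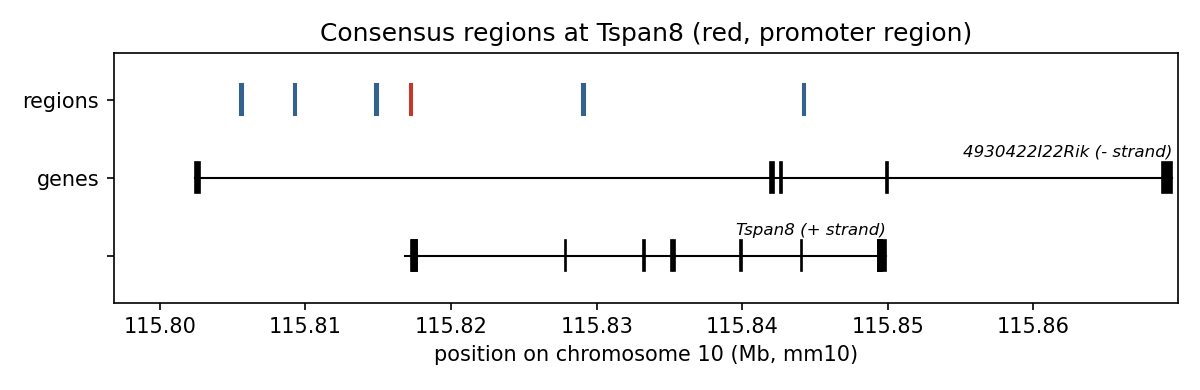
Map of chromosome 10 around Tspan8 (x axis, Mb in mm10), with consensus regions in the upper row and gene models below, in which boxes are exons. The promoter region from 115817150 to 115817324, in red, lies at the start of Tspan8, and the other regions, in blue, lie in introns of the annotated genes.

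Across the 19 autosomes, the number of regions per Mb lay between 19.1 on chromosome 14 and 30.2 on chromosome 11. It rose with protein-coding genes per Mb (Pearson's r = 0.849, permutation p = 2e-05, adjusted 6e-05; Spearman's rho = 0.896, permutation p = 2e-05, adjusted 6e-05). These p-values are the smallest that the permutations can give. Regions at promoters, 21.9% of the set, were counted in the regions per Mb, so part of this relation is built in. Without the 2 chromosomes farthest from the median gene density r was 0.869. Regions per Mb also rose with GC content (r = 0.829, permutation p = 6e-05, adjusted 0.00012; rho = 0.789, permutation p = 0.00012, adjusted 0.00018). Without the 2 chromosomes farthest from the median GC content, 3 and 11, that r was 0.747. With repeat content r was -0.571 (permutation p = 0.012, adjusted 0.0144) and rho was -0.395 (permutation p = 0.0933, adjusted 0.0933). The r with repeat content was -0.340 without the 2 chromosomes farthest from the median repeat content, again 3 and 11. The relation was therefore weaker without them, but leaving them out also narrows the range of repeat content. In all, 6 coefficients were tested, and chromosomes are not replicates of the experiment. Gene density, GC content and repeat content were each tested alone, and whether any relation holds given the others was not tested. Chromosome X had 7.35 regions per Mb, 0.320 of the autosomal median of 23.0.

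**Figure D4:**
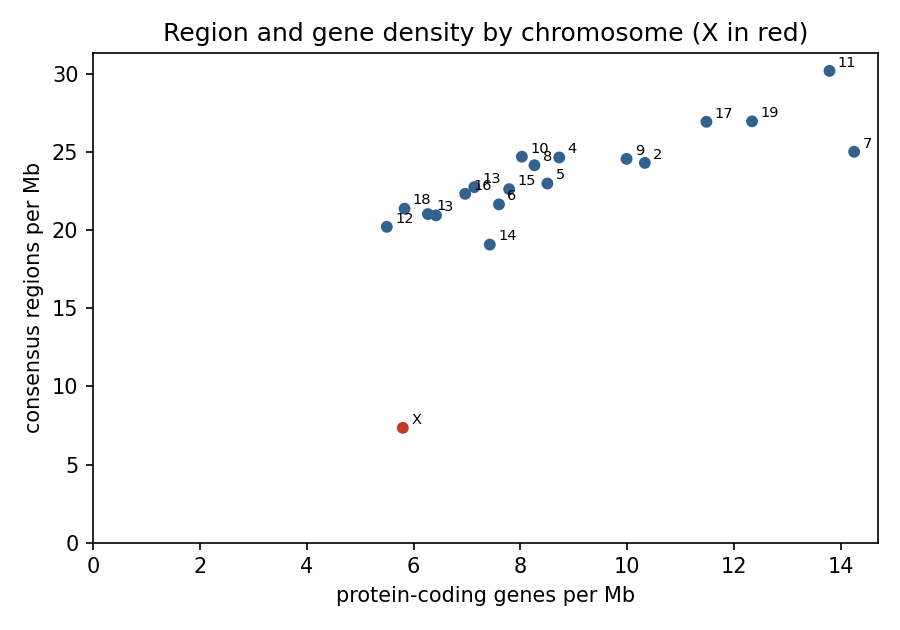
Consensus regions per Mb (y axis) against protein-coding genes per Mb (x axis), with 1 point per chromosome, the autosomes in blue and X in red. The autosomes lie between 19.1 and 30.2 regions per Mb, and X lies at 7.35.

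The study discusses ETS and Krüppel-like factors and tuft cell genes in mTECs, and motifs of the ETS, KLF and POU families were therefore counted in the regions. The ETS motif (MMGGAAGK) occurred in 15.2% of regions and 10.1% of controls. At equal GC content and width its odds ratio was 1.16 (95% interval 1.11 to 1.20), while its 20 scrambles reached at most 1.14. The KLF motif (GGGYGTGG) occurred in 9.19% of regions and 2.43% of controls, with an odds ratio of 1.49 (1.41 to 1.57) and scrambles up to 1.38. The POU octamer (ATGCAAAT) occurred in 1.95% of regions and 2.56% of controls, with an odds ratio of 2.17 (2.00 to 2.36) and scrambles up to 1.65. For each of the 3 motifs 0 of 20 scrambles were as high, a permutation p of 0.0476 (adjusted 0.0476), the smallest that 20 scrambles can give. Without strata the POU octamer had an odds ratio of 0.756, below 1 but still above all 20 scrambles. The ETS and KLF motifs no longer exceeded all scrambles when CpG content replaced GC content in the strata.

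**Figure D5:**
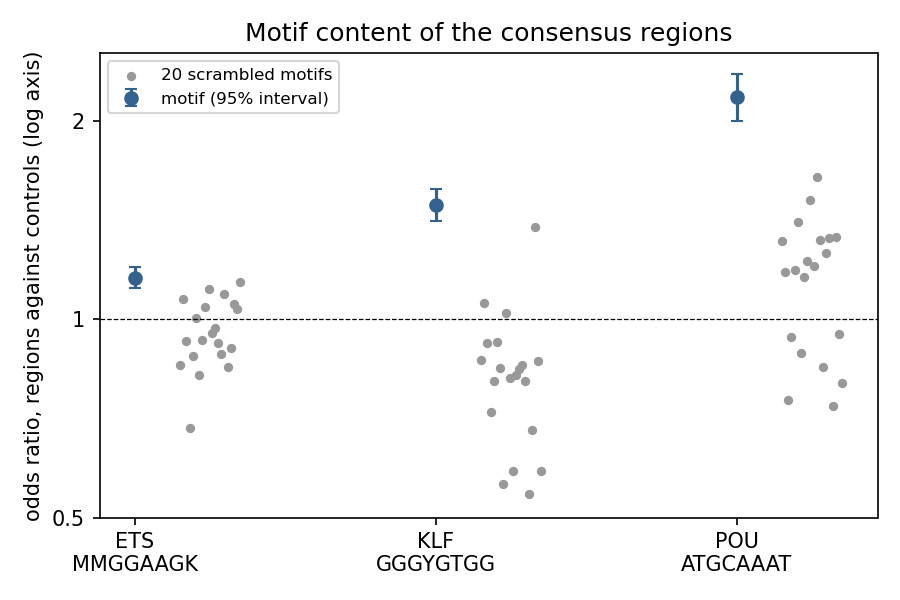
Odds ratio of regions against control sequence (y axis, log scale) for the ETS, KLF and POU motifs (x axis), with 95% intervals, beside 20 scrambled versions of each in grey. The odds ratios were 1.16, 1.49 and 2.17, and the highest scrambles were 1.14, 1.38 and 1.65.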

Values the study reported

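The study reported that Tspan8-positive cells made up about 4% of mTECs. Of these cells, 56% were MHCIIlo and 44% were MHCIIhi.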

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

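All alternatives described here were chosen after seeing the data. No paired analysis was possible because the count columns carry no replicate number and no sample label. The alternatives planned for the count comparisons (other tests, normalizations, filters, thresholds, the replicate number and leaving out samples) were not run for the same reason.

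Of 37 alternatives over 8 results, 26 left the result the same, by rules that differed between results. A motif had to keep an odds ratio above 1 and above all scrambles. The promoter share and the ratio for X had to stay within their intervals. The counts of genes had only to stay within 1.5 times, which is a looser rule than an interval. The share of regions at promoters, 21.9%, became 26.3% with the comprehensive annotation, 18.7% with protein-coding transcripts alone, 34.6% with regions of at least 200 bases and 22.4% with regions under 50% repeat. It was 22.2% when a region had to overlap a transcription start. The ratio of regions per Mb on X to the autosomal median was 0.399 per Mb of sequence without repeats. The counts of genes with a promoter region stayed within 1.5 times, from 9723 to 13823 of all protein-coding genes and from 18 to 24 of the 28 listed genes. Both lower counts came from regions of at least 200 bases. From 22 of 28 listed genes, a rise cannot pass the limit of 1.5 times. The odds ratio of the listed genes was not computed again under the alternatives, so these counts do not show whether it holds. The correlation of regions with genes per Mb was 0.853 and 0.857 under its 2 alternatives, both of which still counted regions at promoters.

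The motifs depended more on the settings. The odds ratio of the POU octamer fell below 1, to 0.756, without strata, where it was still above all 20 scrambles. In simulated sequence with nothing planted the mean odds ratio was 0.474 without strata and 0.970 with strata of GC content, so GC content alone can lower it. At least 1 scramble was as high for ETS with CpG strata (odds ratio 1.38), in the central 200 bases (1.16) and outside promoters (1.10), for KLF with CpG strata (2.07) and for POU in promoter regions only (3.34), and the cause was not tested. Some ETS and KLF scrambles share sequence with their motif, so for these motifs a scramble as high does not show that enrichment is absent. Of 21 motif alternatives, 16 had an odds ratio above all scrambles, including that of the POU octamer without strata. An interval above 1 was kept by 20 of 21, but scrambled motifs can pass that criterion too.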

Other observations

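The tests of chromosomes Y and X and of the widest regions were chosen only after those patterns were seen, while the test of thymocyte genes was set before its result. The design gives no group that bears on these patterns, and no biological explanation was tested against the groups. The genes and regions below were chosen after the region set was seen.

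Chromosome Y had 6 regions, all between 90740128 and 90805241. The promoters of the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y had 0 regions, while 3 of the 4 genes Ddx3x, Kdm6a, Kdm5c and Eif2s3x on X had one. Poor mappability was tested by the share of 31-base words that occur once in the chromosomes, within 500 bases of each Y-linked start. The lowest share was 88.1%, so this did not account for the missing regions. A further hypothesis is that the cells carried no Y chromosome. The difference between the Y-linked genes and their X partners had p = 0.143 (2-sided Fisher's exact test). This test cannot decide the hypothesis, since the count of 0 on Y followed from where the 6 regions lie. The X partner without a promoter region was Ddx3x, where a region of 1731 bases (chromosome X, 13280360 to 13282090) covers the start of the gene but has its centre 255 bases from it, outside the promoter window. When any overlap within 1000 bases of a start was counted, 4 of 4 X partners had a region and p was 0.0286 by the same exact test, the smallest that 4 against 4 genes can give. Reads assigned to Y were not removed altogether, since the 6 regions were called there. The share of words that occur once was 0%, 29.5%, 45.5%, 80%, 82.0% and 100% in these regions. Where the share is low, the signal need not come from Y. The 6 regions therefore do not settle whether the cells carried a Y chromosome. The pattern cannot be told apart from weak signal at these promoters, which was not tested.

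Chromosome X had fewer regions per Mb than any autosome. It also has more repeats, 46.8% soft-masked against at most 35.8% on an autosome. Its 5.80 protein-coding genes per Mb lay within the autosomal range of 5.50 to 14.2. Chromosome 12, with 5.50 genes per Mb, had 20.2 regions per Mb, and chromosome 18, with 5.83 genes per Mb, had 21.4. Outside promoters and per Mb of sequence without repeats, X had 9.49 regions, below the autosomal range of 23.8 to 31.9. The share of protein-coding genes with a promoter region was 36.1% on X and 40.1% to 59.7% on the autosomes. Repeats and gene density therefore did not account for the whole difference. A lower copy number of X in the cells was not tested, nor was the effect of read filtering, and the pattern cannot be told apart from either.

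The widest region, on chromosome 17 from 39843115 to 39847067, overlaps the annotated genes CT010467.1, Gm26917 and Gm42418. Whether the widest regions lie in sequence of several copies was tested with the same words. Fewer than 50% of words were unique in 2 of the 50 widest regions (4.0%) and in 17 of 2000 other regions (0.85%), p = 0.0766 (2-sided Fisher's exact test). The difference was not significant, and 2 regions are too few to exclude one. Copies missing from the reference would not be counted.

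Carry-over of thymocyte DNA was tested with marker genes that were listed after the region set was seen but before the result of this test. Promoter regions were found at 0 of 12 thymocyte genes and at 3 of 24 hepatocyte and cardiomyocyte genes, p = 0.536 (2-sided Fisher's exact test). The comparison genes are not a neutral background, because mTECs express many tissue-restricted genes and can hold such promoters open, which biases the test against showing carry-over. The counts at the thymocyte genes can be read without that comparison. With 0 of 12 promoters in the set, and the nearest region centre 1887 to 61910 bases from a start of these genes, carry-over strong enough to add regions at these 12 promoters was not seen. A weaker carry-over is not excluded.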
